A study of Mus musculus with 8 samples.

How the data were processed

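Single-nucleus RNA libraries were made from punches of the anterior hippocampus and the caudate putamen of the left hemisphere of C57BL/6JN mice. Per the labels, nuclei were released with EZ lysis buffer, sorted after Hoechst staining and run on the 10x Genomics v3.1 platform. A male and a female of the same age gave equal shares of the nuclei of each library. There were 8 libraries in 4 groups (2 regions, each at 3 and 21 months), with 2 libraries per group. The labels do not say whether hippocampal and caudate putamen libraries came from the same animals, and the 2 regions shared no control libraries.

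The deposited matrices held raw counts of unique molecular identifiers (UMIs) per gene and barcode, whole numbers with no normalization, for 32285 genes in every library. Per the file headers, 7 libraries were counted with Cell Ranger 6.1.2 and 1, the second young caudate putamen library, with 7.0.0. Neither the labels nor the headers state the genome build, the annotation or whether intronic reads were counted. Gene identifiers were matched to the GENCODE vM21 annotation of GRCm38, which held 32235 of them (99.8%), and coordinates were taken from it. The lowest UMI total of any barcode was 500, the median mitochondrial share was 0, and the files hold no empty droplets from which free RNA could be estimated.

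Nuclei were retained with at least 500 genes and at most 5% mitochondrial UMIs, which removed 1307 and 4 barcodes of 109826. Scrublet, as implemented in scanpy 1.11.5, called 10775 doublets library by library, and 97741 nuclei were retained. In the second young hippocampal library the automatic Scrublet threshold of 0.0798 would have called 71.1% of barcodes. A library whose automatic threshold called over 3 times its expected share was called at that share instead, a rule written after 3 versions had been looked at. Its threshold became 0.356, which called 15.6% (expected 16.2%). Retained nuclei per library ranged from 6387 to 17013. Total UMIs per library ranged from 67205436 to 234811422, and the 10 most abundant genes held 12.0% to 14.8% of them.

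Each region was clustered on its own (3000 variable genes, 40 principal components, 20 neighbours, Leiden resolution 1.0, with igraph 0.11.9 and leidenalg 0.10.2). Clusters were named from marker genes fixed before the data were examined, and a cluster named for a class is called X-like here. A marker counted if it reached 10 CPM (the usual scaling of a count by the total of its sum) and a log2 fold of 1 over the mean of all groups of similar clusters, and 3 such markers and a score of at least 1 were needed. A class of neurons had to lead the next by 0.5, and clusters with markers of a distant class got no name. These limits were set after the data were seen, through 5 versions judged on tables of classes by library and before any test of expression. The lower resolution of 0.5 was tried as the standard setting while tables of outcomes were visible, and 1.0 was restored. It left 6155 nuclei without a name, against 12591 at 1.0 and 17306 at 2.0, in 50, 65 and 88 clusters.

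For each class and library the counts of all nuclei were summed, so that the library and not the nucleus was the replicate. A class needed 20 nuclei in each library used. The sums were tested with the edgeR 4.0.16 quasi-likelihood test (TMM normalization, filterByExpr, robust dispersions) under a model with 1 mean per group. Glial classes were fitted on all 8 libraries, with dispersion shared between regions, and neuronal classes on the 4 libraries of their region. Contrasts were 21 against 3 months in each region, the mean of both age effects, their difference, and caudate putamen against hippocampus. P values were adjusted by the Benjamini-Hochberg method over the genes tested in a class, and a call means an adjusted p under 0.05. Standard errors (SE) of log2 fold changes were derived from the F statistic, and spreads beside means are standard deviations (SD). The groups, tests, named-gene rule, gene lists and most alternatives were set before the data were examined, and the text says where this was not so.

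The gene lists (interferon response, MHC class I antigen presentation, microglial activation and ribosomal protein genes) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry beside it. Shares of nuclei per class were compared with the edgeR quasi-likelihood test on nuclei per class, for classes with at least 10 nuclei, and with an exact two-sided permutation test. With 2 libraries against 2 that permutation test has 6 arrangements and cannot give a p below 0.333. A nucleus was called female with at least 1 Xist UMI and none from Ddx3y, Eif2s3y, Kdm5d and Uty, and male with at least 1 UMI of those 4 Y-linked genes and none of Xist. Female and male sums of each library were compared with library as a block, and the sex by age coefficient was the female age effect minus the male age effect.

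Genes were named by a fixed rule. In each region the 5 largest rises and 5 largest falls past the threshold were named. They had to show no overlap between old and young libraries, a mean count of at least 20 in the higher group, and a class CPM no lower than that over all nuclei. For the other contrasts the 3 smallest p values per class and direction were named under the same filters. Gene models without a standard name, histone genes and ribosomal pseudogenes were passed over. Gfap, C4b, Serpina3n, Il33, Apoe, Cst7, Itgax, Axl, P2ry12 and Pdgfra were fixed in stated classes beforehand, as were Xist and the Y-linked genes.

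The fits were tested on simulated data, drawn from the mean and dispersion of each real gene, with 200 genes changed by known folds. The changed genes had mean counts of at least 20 and log2 folds of at least 1 in size, and genes were drawn independently. Recovery of smaller changes, of genes with fewer counts and of genes that vary together was not simulated. For the averaged age effect edgeR found 194 of 200 in astrocyte-like sums (97%), with 18 false among 212 calls, and 194 in microglia-like sums, with 10 false among 204. In hippocampus alone it found 184 in astrocyte-like, 189 in dentate granule-like and 184 in CA3-like sums, the last with 22 false among 206 calls. For the region by age contrast it found 154 in astrocyte-like sums (77%), and DESeq2 1.42.0 found 191 for the averaged effect. No call had the wrong sign in the 9 simulated comparisons.

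Alternatives were RLE normalization, no filter on low counts, DESeq2, a strict nucleus filter (1000 genes, 1% mitochondrial UMIs), doublets retained, libraries thinned to equal nuclei, each region's libraries alone, a replicate block, sex as covariate, 2 UMIs for a sex call, other Leiden resolutions, and leaving out each library. Chosen after seeing the data were classes from the lower resolution for expression, the median Scrublet threshold for the second young hippocampal library, removal of each library's trend with gene length, and a crossed replicate block. A list of 18 glucocorticoid-response genes was written after Fkbp5, Plin4, Hif3a and Tsc22d3 had been seen but before the sex by age value of any of its members had been. Within each group the sums of both replicates differed by 30.4 to 57.3 times the counting error in variance, so it was checked that no library was a copy of another. Other versions were R 4.3.3, python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and the data.table package, version 1.17.8.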

Results

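Nuclei of the anterior hippocampus and the caudate putamen of C57BL/6JN mice were profiled at 3 and 21 months of age, with 2 libraries per region and age and 1 male and 1 female pooled in each. The young hippocampal libraries held 114151247 UMIs (replicate 1) and 234811422 UMIs (replicate 2), and the old ones 91146308 and 67205436. The young caudate putamen libraries held 141558546 and 214142905 UMIs, and the old ones 141687102 and 156167250. After filtering, 10311 and 17013 nuclei remained in the young and 8583 and 6387 in the old hippocampal libraries, with median depths of 7543, 8556, 7628 and 8203 UMIs. The caudate putamen libraries held 11474 and 14400 young and 13385 and 16188 old nuclei, with median depths of 9619, 11276.5, 7546 and 6664 UMIs. Called doublets made up 2.55% to 15.6% of the barcodes of a library.

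Hippocampal nuclei fell into 35 clusters and caudate putamen nuclei into 30, named from marker genes as X-like classes. In each hippocampal library there were 3040 to 8322 dentate granule-like, 195 to 1108 CA1-like, 102 to 359 CA3-like and 98 to 404 inhibitory interneuron-like nuclei. In each caudate putamen library there were 2577 to 3442 D1 and 2735 to 4087 D2 medium spiny neuron-like nuclei and 190 to 248 interneuron-like nuclei. Oligodendrocyte-like nuclei numbered 1101 to 1555 per hippocampal and 2247 to 3823 per caudate putamen library, and astrocyte-like nuclei 812 to 1850 and 608 to 1232. Nuclei like oligodendrocyte precursor cells (OPCs) numbered 99 to 256 and 157 to 266, and microglia-like nuclei 165 to 313 and 241 to 656. Clusters without a name held 8.87% and 12.8% of the young and 7.68% and 6.47% of the old hippocampal nuclei. In the caudate putamen they held 14.2% and 21.9% of the young and 9.26% and 14.9% of the old nuclei. The largest such group, nuclei nearest to D1 medium spiny neurons, held 12.5% of young and 8.43% of old caudate putamen nuclei.

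The comparison of 21 with 3 months in the hippocampus asked which genes differ between young and old mice in each class. Across 8 classes, 1175 gene and class pairs passed an adjusted p of 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), of which 690 (58.7%) were higher at 21 months. Dentate granule-like nuclei had 401 genes higher and 310 lower among 17944 tested, oligodendrocyte-like nuclei 102 and 49 of 14641, and OPC-like nuclei 66 and 49 of 10452. CA1-like nuclei had 59 and 56 of 14635, astrocyte-like nuclei 53 and 18 of 15030, microglia-like nuclei 8 and 1 of 10252, and CA3-like nuclei 1 and 2 of 13038. In inhibitory interneuron-like nuclei edgeR called 0 of 12181 genes, with 764 at an unadjusted p under 0.05, and DESeq2 called 4. Testing without the filter on low counts gave 5092 calls with 38.3% higher at 21 months. Leaving out 1 library also moved it: 263 calls without old replicate 1, 508 without old replicate 2, and 4721 without young replicate 1, where 35.8% were higher. When each library was left out in turn, dentate granule-like calls ranged from 130 to 1937, oligodendrocyte-like from 20 to 1171, astrocyte-like from 8 to 855, CA1-like from 31 to 334, OPC-like from 41 to 177, microglia-like from 3 to 56, CA3-like from 2 to 188 and interneuron-like from 3 to 13. With a single library left in an age group, that library was assumed to vary like the other groups.

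Among the genes named by the fixed rule, every old library lay above or every old library below both young ones in CPM, as that rule required. C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882) rose in hippocampal oligodendrocyte-like nuclei from 6.92 ± 2.66 to 65.1 ± 12.2 CPM (SD, n = 2), a log2 fold change of 3.22 (SE 0.21, adjusted p 6.35e-05). Tcp10c (ENSMUSG00000052469, chromosome 17, 13354572 to 13377223) rose in dentate granule-like nuclei from 0.0199 ± 0.0281 to 0.559 ± 0.0454 CPM, a log2 fold change of 4.32 (SE 0.60, adjusted p 0.00265). St8sia6 (ENSMUSG00000003418, chromosome 2, 13651021 to 13794064) rose in microglia-like nuclei from 17.7 ± 4.84 to 98.8 ± 32.2 CPM, a log2 fold change of 2.55 (SE 0.34, adjusted p 0.00353). Enpp6 (ENSMUSG00000038173, chromosome 8, 46986887 to 47096762) fell in OPC-like nuclei from 37.4 ± 13.6 to 0.645 ± 0.912 CPM, a log2 fold change of -5.72 (SE 0.76, adjusted p 5.33e-05). Hcrtr2 (ENSMUSG00000032360, chromosome 9, 76225880 to 76323856) fell in CA1-like nuclei from 9.09 ± 3.13 to 0.648 ± 0.239 CPM, a log2 fold change of -3.65 (SE 0.45, adjusted p 0.00101). The other rises were in oligodendrocyte-like nuclei, Map3k21 by 3.91 (adjusted p 0.0103) and Clca4a by 2.44 (0.0112). The other log2 fold changes below 0 were -2.89 for Agtr1a in dentate granule-like nuclei (adjusted p 0.00701), and -2.35 for Bmp4 (0.0213) and -2.07 for Dctn3 (0.0281) in OPC-like nuclei. Enpp6 and Bmp4 are among the preset markers of committed oligodendrocyte precursors, which had the second score (2.393) in the hippocampal OPC-like cluster. Whether both genes fell within OPCs or through a smaller share of such precursors was not tested.

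Counting C4b in astrocyte-like and OPC-like nuclei, 12 named results passed the threshold in hippocampus. Without old replicate 1, 9 of the 12 no longer did, with adjusted p values of 0.0637 for Tcp10c, 0.0667 for Clca4a, 0.0802 for Map3k21, 0.106 for Hcrtr2, 0.147 for Agtr1a, 0.308 for Bmp4, 0.310 for Dctn3, 0.168 for astrocyte-like C4b and 0.340 for OPC-like C4b. Without old replicate 2, Tcp10c (0.0530), Map3k21 (0.0734), Dctn3 (0.0902) and OPC-like C4b (0.0650) missed it. Without young replicate 2, Map3k21 (0.109), St8sia6 (0.113), Bmp4 (0.141), Dctn3 (0.0730) and OPC-like C4b (0.0996) did, and without young replicate 1 Dctn3 (0.0656) and OPC-like C4b (0.0962). Over all alternatives the adjusted p ranged from 2.20e-10 to 0.0637 for Tcp10c, from 0.0152 to 0.310 for Dctn3 and from 9.56e-58 to 0.00129 for C4b in oligodendrocyte-like nuclei. Thinning to equal nuclei raised it to 0.0602 for Clca4a, 0.104 for Bmp4 and 0.0560 for Dctn3. Fitting the hippocampal libraries alone raised it to 0.0541 for Bmp4, 0.0856 for Dctn3 and 0.0898 for OPC-like C4b, and retaining doublets to 0.0539 for both Dctn3 and OPC-like C4b. No direction changed for these 12 results in any alternative run.

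**Figure D1:**
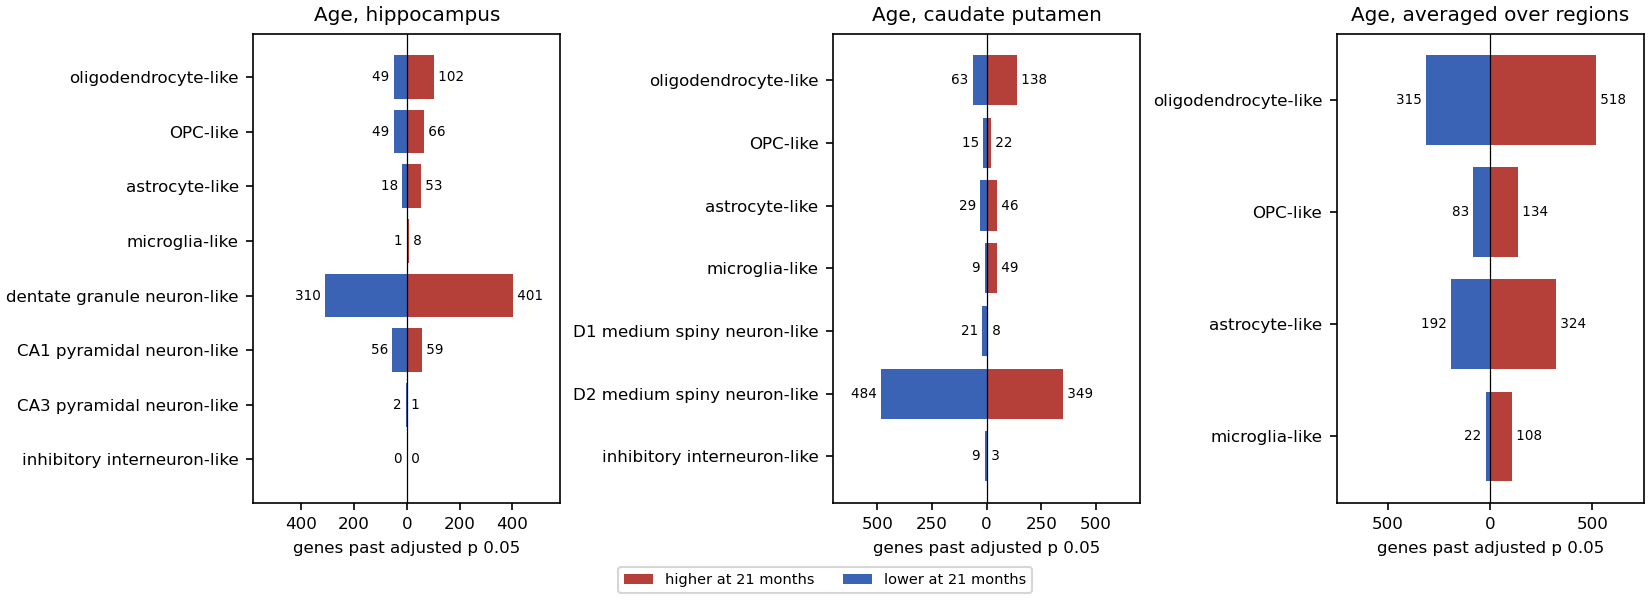
Genes with an adjusted p under 0.05 between 21 and 3 months (edgeR quasi-likelihood, horizontal axis, number of genes) in each class, for hippocampus, caudate putamen and their average, with genes higher at 21 months to the right and lower ones to the left. D2 medium spiny neuron-like nuclei had the most calls in the caudate putamen (349 higher, 484 lower) and dentate granule-like nuclei in the hippocampus (401 higher, 310 lower).

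The same comparison in the caudate putamen gave 1245 calls over 7 classes, 615 (49.4%) of them higher at 21 months. D2-like nuclei had 349 genes higher and 484 lower of 17320 tested, and D1-like nuclei 8 and 21 of 17855. Oligodendrocyte-like nuclei had 138 and 63, astrocyte-like nuclei 46 and 29, microglia-like nuclei 49 and 9, OPC-like nuclei 22 and 15, and interneuron-like nuclei 3 and 9 of 11974. Whether D1-like and D2-like nuclei differ in their age effect was not tested. The nuclei nearest to D1 that had no name lay outside both classes. Without the low-count filter there were 3968 calls, and with a block for replicate number, which the labels do not tie to animals, 4946. Leaving out 1 library gave 325 calls without young replicate 2, the library counted with the other Cell Ranger version, 524 without young replicate 1, 524 without old replicate 1 and 473 without old replicate 2. When each library was left out in turn, D2-like calls ranged from 170 to 364, D1-like from 0 to 23, oligodendrocyte-like from 35 to 419, astrocyte-like from 22 to 217, microglia-like from 0 to 102, OPC-like from 15 to 93 and interneuron-like from 13 to 130.

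Bcl3 (ENSMUSG00000053175, chromosome 7, 19808462 to 19822770) rose in oligodendrocyte-like nuclei of the caudate putamen from 0.178 ± 0.104 to 5.04 ± 1.80 CPM (SD, n = 2), a log2 fold change of 4.78 (SE 0.67, adjusted p 0.00589). Tnfsf8 (ENSMUSG00000028362, chromosome 4, 63831308 to 63861347) rose in microglia-like nuclei from 4.41 ± 4.05 to 61.0 ± 13.1 CPM, a log2 fold change of 4.23 (SE 0.49, adjusted p 0.000335). Serpina3n (ENSMUSG00000021091, chromosome 12, 104406729 to 104414329) rose in oligodendrocyte-like nuclei from 0.115 ± 0.0151 to 2.37 ± 0.0815 CPM, a log2 fold change of 4.22 (SE 0.59, adjusted p 0.00589). Snrpf (ENSMUSG00000020018, chromosome 10, 93583029 to 93589706) fell in interneuron-like nuclei from 19.2 ± 4.61 to 2.94 ± 0.360 CPM, a log2 fold change of -2.70 (SE 0.35, adjusted p 0.00296). The other rises were Skap1 in microglia-like nuclei by 3.97 (adjusted p 0.0111) and Ano1 in oligodendrocyte-like nuclei by 3.90 (0.0108). Skap1 was also among the 10 top genes of an unnamed hippocampal cluster nearest to T cells. At the higher resolution it was among those of a caudate putamen cluster of 42 nuclei with macrophage and T cell markers. Whether the rise lay in microglia or in such cells was not tested. The other log2 fold changes below 0 were -2.89 for Enpp6 (adjusted p 0.0482) and -2.19 for Snrpf (0.0224) in OPC-like, -2.38 for Ido1 (0.0359) in oligodendrocyte-like and -2.36 for Triml2 (0.0469) in D2-like nuclei. As in hippocampus, a smaller share of committed precursors among OPC-like nuclei was not tested for Enpp6. For each of these 10 results both old libraries lay on the same side of both young ones, as the rule for naming required.

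With C4b in 3 glial classes and Itgax and Axl in microglia-like nuclei, 15 named results passed the threshold in the caudate putamen, and without young replicate 2, 11 of them did not. Their adjusted p values were then 0.0744 for Tnfsf8, 0.125 for Serpina3n, 0.149 for Bcl3, 0.200 for Triml2, 0.311 for Ido1, 0.321 for OPC-like C4b, 0.446 for Axl, 0.465 for Enpp6, 0.469 for Skap1 and 0.543 for Itgax, with Ano1 between Tnfsf8 and Serpina3n. Without young replicate 1, 7 missed it, from 0.0607 for Bcl3 to 0.299 for OPC-like Snrpf, with Serpina3n, Triml2, Itgax, OPC-like C4b and Ido1 between. Without old replicate 1, 6 missed it, from 0.0530 for Skap1 to 0.281 for Enpp6, with Triml2, Itgax, Ido1 and OPC-like C4b between. Without old replicate 2, 6 missed it, from 0.0853 for OPC-like C4b to 0.365 for OPC-like Snrpf, with Axl, Ido1, Triml2 and Skap1 between. Under DESeq2 the adjusted p was 0.107 for Skap1, 0.563 for Enpp6, 0.519 for OPC-like Snrpf, 0.204 for Itgax and 0.562 for OPC-like C4b. After thinning 7 missed it: Bcl3 (0.110), Skap1 (0.146), Enpp6 (0.352), Ido1 (0.363), Triml2 (0.0561), OPC-like Snrpf (0.462) and Axl (0.454). With doublets retained OPC-like C4b (0.0605) and Triml2 (0.0557) missed it. Ido1 also missed it without either old hippocampal library, at a log2 fold change of -2.41 in each fit. Over all alternatives it ranged from 2.29e-15 to 0.149 for Bcl3, from 0.00167 to 0.789 for Enpp6, from 0.000102 to 0.543 for Itgax and from 4.17e-11 to 0.00890 for Snrpf in interneuron-like nuclei. Enpp6 turned to a log2 fold change of 0.42 when doublets were retained. Oligodendrocyte-like and astrocyte-like C4b and interneuron-like Snrpf passed the threshold without each library.

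Averaging the age effects of both regions, with 4 old and 4 young libraries, asked which glial genes differ with age irrespective of region. It gave 1696 calls, of which 1084 (63.9%) were higher at 21 months: 518 higher and 315 lower in oligodendrocyte-like, 324 and 192 in astrocyte-like, 134 and 83 in OPC-like and 108 and 22 in microglia-like nuclei. Without the low-count filter there were 4088, of which 48.7% were higher. Leaving out 1 library gave 3741 calls without young hippocampal replicate 1 (44.2% higher), 559 without old hippocampal replicate 1, 839 without old hippocampal replicate 2 and 1063 without young hippocampal replicate 2. It gave 681 without young caudate putamen replicate 2, 870 without young caudate putamen replicate 1 and 971 without old caudate putamen replicate 1. Higher values at 21 months were tied to gene length, with a rank correlation across genes of 0.238 in oligodendrocyte-like, 0.309 in OPC-like, 0.157 in astrocyte-like and 0.310 in microglia-like nuclei. Median lengths were 103191 bases for higher, 17117 for lower and 25253 for all tested genes in oligodendrocyte-like nuclei. With each library's trend with length removed, a setting chosen after the correlation was seen, there were 1460 calls, and 1252 of the 1696 passed in the same direction. Ddx5, Hspa5 and Hspa8 were lower in all 4 glial classes and no gene was higher in all 4.

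For every gene named for the averaged effect, both old libraries lay on the same side of both young ones in each region, so in 8 of 8 libraries, as the rule required. C4b in oligodendrocyte-like nuclei changed by 3.22 (SE 0.13, adjusted p 5.91e-07), from 11.1 ± 0.889 to 100.4 ± 1.69 CPM in the caudate putamen (SD, n = 2) beside the hippocampal values above. Eya4 (ENSMUSG00000010461, chromosome 10, 23102963 to 23350786) rose in the same class by 2.25 (SE 0.10, adjusted p 5.91e-07), from 27.7 ± 3.26 to 114 ± 0.602 CPM in hippocampus and from 17.8 ± 1.28 to 89.6 ± 11.5 in caudate putamen. Bcas1 (ENSMUSG00000013523, chromosome 2, 170346991 to 170427845) changed in OPC-like nuclei by -0.63 (SE 0.08, adjusted p 1.73e-06), from 802 ± 8.58 to 443 ± 98.8 CPM and from 641 ± 21.1 to 449 ± 31.8 CPM. St8sia6 rose in microglia-like nuclei by 2.83 (SE 0.25, adjusted p 1.64e-05), reaching 56.5 ± 2.61 from 6.25 ± 0.609 CPM in caudate putamen. The other log2 fold changes were 1.34 for Dpyd, -0.85 for Hspa4l and -1.31 for Diaph3 in oligodendrocyte-like nuclei (adjusted p 2.64e-06 to 0.000654), where a long intergenic noncoding RNA (ENSMUSG00000117733) changed by -1.53. In OPC-like nuclei they were 0.82 for Ebf1, 1.21 for Rhoj, 1.65 for Fli1, -1.13 for Chd3 and -4.30 for Enpp6, with adjusted p values from 2.46e-07 to 3.14e-06. Bcas1 and Enpp6 are preset markers of committed oligodendrocyte precursors, and a smaller share of such nuclei in this class was not tested. In astrocyte-like nuclei they were 1.32 for Pcdhb14, 0.72 for Lrmda, -0.95 for Cmya5, -0.74 for Dalrd3 and -0.72 for Tsc22d3 (0.000253 to 0.00283). In microglia-like nuclei they were 2.01 for Ildr2, 3.34 for Tnfsf8, -0.69 for Fcrls, -0.78 for Hspa8 and -0.67 for Scoc (4.73e-05 to 0.00990). With sex as covariate Lrmda (0.0642), Tsc22d3 (0.0682) and Hspa8 (0.0784) missed the threshold. Hspa8 missed it without young caudate putamen replicate 2 (0.0515) or young hippocampal replicate 2 (0.0520) too. Scoc missed it without these libraries (0.0706 and 0.0547) or old hippocampal replicate 1 (0.0528) and after thinning (0.161). Under DESeq2 Scoc (0.0872) and Hspa8 (0.0509) missed it, and Fcrls with doublets retained (0.0650). Over all alternatives the adjusted p ranged from 4.41e-19 to 0.0642 for Lrmda, 3.39e-11 to 0.0682 for Tsc22d3, 9.30e-07 to 0.0784 for Hspa8, 1.33e-05 to 0.161 for Scoc and 2.55e-07 to 0.0650 for Fcrls.

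**Figure D2:**
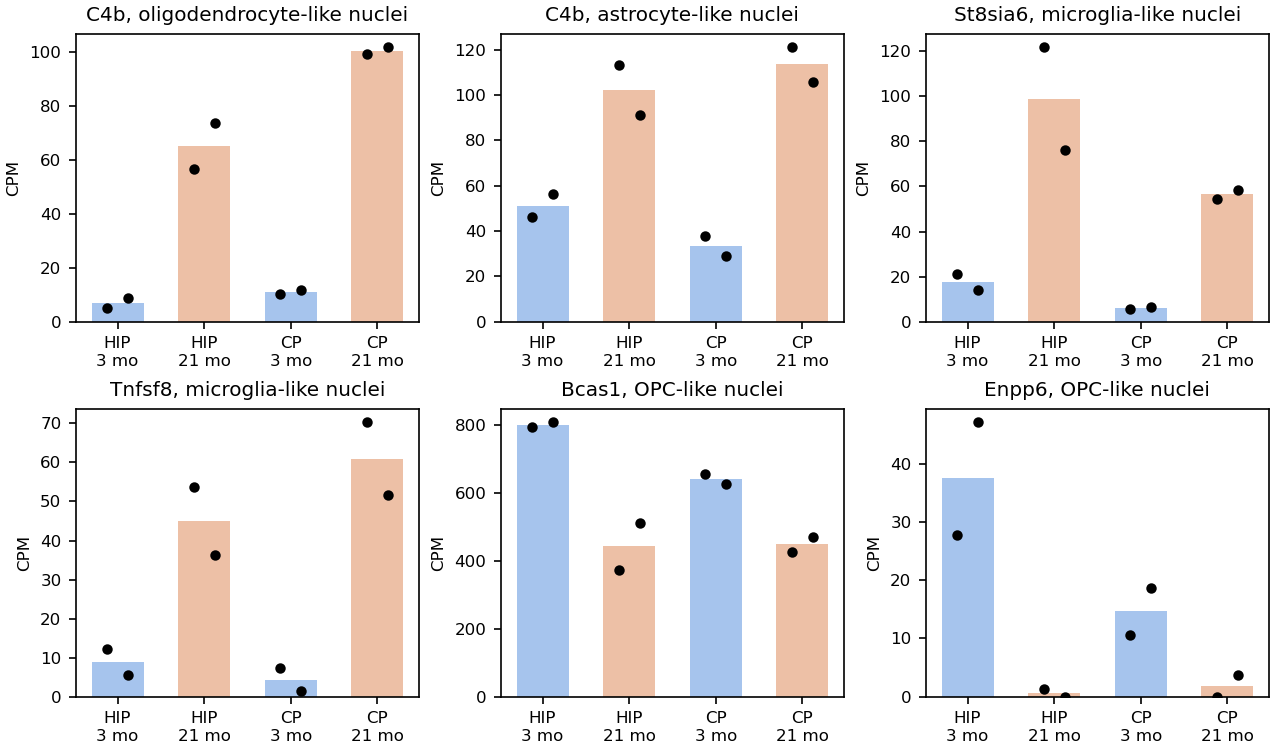
CPM (vertical axes) of 6 genes in the class named above each panel, for hippocampus (HIP) and caudate putamen (CP) at 3 and 21 months, with a point for each library and a bar for the mean of 2 libraries. C4b in oligodendrocyte-like nuclei went from 11.1 ± 0.889 to 100.4 ± 1.69 CPM in the caudate putamen (mean ± SD, n = 2).

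The difference between the age effects of both regions was tested directly in the 4 glial classes. edgeR called 0 genes, with 1009 oligodendrocyte-like, 606 OPC-like, 788 astrocyte-like and 450 microglia-like genes at an unadjusted p under 0.05, and DESeq2 called 1, 1, 6 and 0. The smallest adjusted p of edgeR was 0.0539, in OPC-like nuclei. Without the low-count filter there were 561 calls. Leaving out 1 library gave 0 to 53 calls, the most without young hippocampal replicate 1. The counts of shared calls were 69 of 151 hippocampal and 201 caudate putamen calls in oligodendrocyte-like, 15 of 115 and 37 in OPC-like, 17 of 71 and 75 in astrocyte-like and 6 of 9 and 58 in microglia-like nuclei. All of these shared calls had the same direction.

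Genes fixed before the data were examined gave mixed results. In astrocyte-like nuclei Gfap had a log2 fold change of 1.35 over both regions (SE 0.41, adjusted p 0.186) and failed the correction, though both old libraries lay above both young ones in each region, so in 8 of 8 libraries (hippocampus 131 ± 10.3 and 243 ± 31.9 CPM at 3 and 21 months). It passed only without young caudate putamen replicate 1, at 2.17 (adjusted p 0.0196, range over the alternatives 0.0196 to 0.435). The hippocampal value passed in the hippocampal libraries alone (adjusted p 0.0152, range 0.0152 to 0.989). C4b in the same class rose in hippocampus by 1.04 (adjusted p 0.00535) and in caudate putamen by 1.77 (0.000301), in 8 of 8 libraries, with a difference of 0.73 between regions (adjusted p 0.924). Serpina3n in astrocyte-like nuclei had 1.44 (0.173) and did not pass in any alternative run. In oligodendrocyte-like nuclei Serpina3n had 0.48 in hippocampus (0.589) and 4.22 in caudate putamen (0.00589), and the difference of 3.75 between regions failed the correction (0.623). Il33 in that class had 0.42 over both regions (adjusted p 0.0377), passing in 12 of 18 alternatives, and it missed the threshold after thinning and without any 1 of 5 libraries: 0.138, 0.134 and 0.103 without young replicates 1 and 2 and old replicate 1 of the caudate putamen, 0.126 and 0.135 without either old hippocampal library. Without young hippocampal replicate 1 its hippocampal value was 0.78 (adjusted p 0.00151), against 0.51 (0.114) with all libraries and a range of 1.69e-05 to 0.348.

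In microglia-like nuclei Itgax rose over both regions by 4.40 (SE 0.74, adjusted p 0.00371), from 0.549 ± 0.776 to 12.2 ± 3.19 CPM in hippocampus and from 0.257 ± 0.363 to 14.9 ± 3.86 CPM in caudate putamen. Axl rose by 2.72 (SE 0.41, adjusted p 0.00151), and thinning to equal nuclei left it at 0.0872, within a range of 2.52e-10 to 0.0872 over the alternatives. Apoe had 0.59 (0.112) and failed the correction, but passed without the low-count filter, with the replicate block, and without young caudate putamen replicate 1 (0.00865) or old caudate putamen replicate 2 (0.0337), in a range of 5.38e-05 to 0.649. P2ry12 had 0.11 (0.668), and Cst7 had too few counts to be tested. In OPC-like nuclei C4b rose by 2.47 (0.000211), though its 15.9 ± 2.72 CPM lay below the highest CPM over all nuclei of a library, 20.4. Pdgfra had -0.10 (0.670) in OPC-like nuclei.

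The fixed gene lists were tested on the averaged age effect in 13 pairs of list and class. With camera 10 pairs passed an adjusted p of 0.05, and with fry only the microglial activation list did. That list rose in microglia-like nuclei (camera adjusted p 1.92e-16, fry 0.00495), with a median log2 fold change of 0.56, a mean of 0.83 and 17 of 23 genes above 0. Over all genes 8 of its genes were called, and 11 when adjusted over the list alone. The interferon response list rose in all 4 classes under camera, with adjusted p values of 0.00124 in oligodendrocyte-like, 0.00236 in OPC-like, 1.06e-09 in astrocyte-like and 0.0253 in microglia-like nuclei and medians of 0.28, 0.50, 0.49 and 0.19. Its genes lay above 0 in 11 of 15, 10 of 13, 24 of 26 and 15 of 19 cases, with 3, 0, 2 and 0 called over all genes and 5, 2, 7 and 0 when adjusted over the list alone. Ribosomal protein genes fell in all 4 classes under camera (2.82e-11, 3.05e-10, 9.75e-09 and 3.77e-09 in the same order), with medians of -0.32, -0.39, -0.28 and -0.35. This depended on young hippocampal libraries. Without young replicate 2 the medians were -0.13, -0.18, -0.08 and -0.07 and microglia-like nuclei did not pass (camera adjusted p 0.172, range over the alternatives 7.68e-22 to 0.172). Without young replicate 1 they were -0.47, -0.54, -0.42 and -0.52, and fry passed in the 4 classes. Of their 77, 76, 78 and 76 genes, 3, 1, 1 and 1 were called lower over all genes and 3, 1, 0 and 1 when adjusted over the list alone. The age effect was tied to gene length in these 4 classes, and no list was tested with that trend removed. The MHC class I list passed in microglia-like nuclei (0.0237, median 0.28, 9 of 13 genes above 0, 0 called over all genes and 2 when adjusted over the list alone). It did not pass in oligodendrocyte-like (0.0677, median 0.12) and astrocyte-like nuclei (0.0677, median 0.19), each with 1 gene called over all genes and 1 when adjusted over the list alone. In OPC-like nuclei only 4 of its genes were tested (0.976), the median of 0.01 lay above 0 and the mean of -0.01 and the test lay below it. Leaving out 1 library gave 7 to 12 pairs.

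Caudate putamen against hippocampus asked how glial classes differ between regions at equal age. It gave 6264 calls, with 1690 genes higher and 1532 lower in caudate putamen in astrocyte-like, 1157 and 734 in oligodendrocyte-like, 415 and 197 in microglia-like and 291 and 248 in OPC-like nuclei. With doublets retained there were 11549, and leaving out 1 library gave 4517 (without young caudate putamen replicate 2) to 7057 (without young hippocampal replicate 2). In microglia-like nuclei the count fell to 324 without young caudate putamen replicate 2, and in oligodendrocyte-like nuclei to 1246 without old hippocampal replicate 1. Calls with a class CPM below that of all nuclei made up 59.0% of the total (76.2% in oligodendrocyte-like, 61.0% in OPC-like, 44.4% in astrocyte-like and 80.6% in microglia-like nuclei), against 31.9% of the genes not called. Of 13 markers of striatal neurons, 8 were called higher in caudate putamen in all 4 glial classes, and Gpr6, Tac1 and Penk, which the rule named, are among these markers. In astrocyte-like nuclei Rpe65 (ENSMUSG00000028174, chromosome 3, 159599175 to 159625321) differed by 6.05 (SE 0.11, adjusted p 2.93e-12), from 2.32 ± 0.477 and 2.45 ± 0.129 CPM in young and old hippocampus to 106 ± 2.07 and 251 ± 14.9 CPM in young and old caudate putamen. Hopx (ENSMUSG00000059325, chromosome 5, 77086988 to 77115121) differed by -3.64 (SE 0.14, adjusted p 8.32e-09), from 60.1 ± 2.39 and 70.3 ± 1.43 to 6.42 ± 2.32 and 4.16 ± 1.08 CPM. The other astrocyte-like differences were 2.65 for Pdzph1, 2.29 for Gfra1, -1.91 for Eya1 and -1.62 for Lrmda. In OPC-like nuclei they were 1.01 for Ckb, -1.89 for Adamtsl3, -2.06 for Adamts9 and -1.09 for Fbn2, in microglia-like nuclei -2.76 for Nhs and -0.71 for Sdk1, and in oligodendrocyte-like nuclei -0.74 for Fam13c and -1.01 for Pcdh15. Each had all 4 caudate putamen libraries on the same side of all 4 hippocampal ones, as the rule for naming required, and passed in 17 of 17 alternatives.

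Shares of nuclei per class were compared between ages in each region. Excitatory neuron-like nuclei not assigned to a hippocampal field fell from 2.43 ± 0.355% to 0.410 ± 0.217% of hippocampal nuclei (SD, n = 2), a log2 fold change of -2.58 (SE 0.51, adjusted p 0.00482, edgeR), lower in both old libraries. One of its 3 clusters had 86.9% of its nuclei from young replicate 2. The exact two-sided permutation test gave 0.333, the smallest p it can give with n = 2 per age. TMM factors on the table of nuclei raised the adjusted p to 0.0577, and it was 0.140 without young replicate 1 and 0.0689 without young replicate 2. CA1-like nuclei fell from 7.24 ± 1.03% to 3.08 ± 0.0408%, which failed the correction (log2 fold change -1.23, adjusted p 0.0856) and passed under 4 alternatives. Oligodendrocyte-like nuclei made up 9.91% of young and 16.7% of old hippocampal nuclei (adjusted p 0.313) and 18.2% and 25.4% of caudate putamen nuclei (0.635), higher in both old libraries of each region. Dentate granule-like nuclei made up 45.1% and 44.3%. In the caudate putamen edgeR called 0 of 13 classes, and mural-like nuclei had the smallest adjusted p, 0.298, with shares of 0.418% and 0.725%. Unnamed clusters nearest to excitatory neurons held 1.24% of young and 1.84% of old hippocampal nuclei, those nearest to interneurons 1.89% and 2.28%, and those nearest to neuroblasts 1.52% and 0.240%. The cluster nearest to T cells held 0.504% and 3.90% of the nuclei of the young and 0.466% and 0.297% of those of the old libraries, with 85.7% of its nuclei from young replicate 2 and UMI counts at a median of 0.104 times the median of their library.

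**Figure D3:**
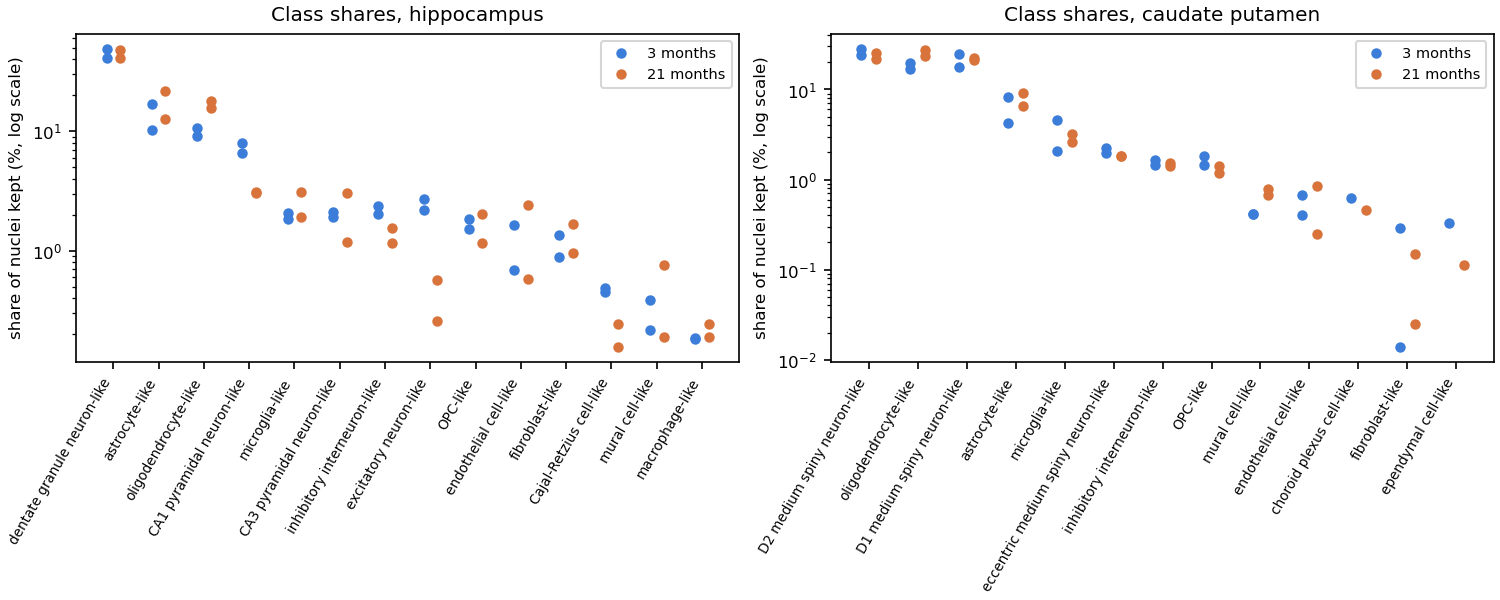
Share of retained nuclei in each class (percent, logarithmic vertical axis) in hippocampus and caudate putamen, with a point for each library at 3 or 21 months and none where a library had no such nuclei. Excitatory neuron-like nuclei lay at a mean of 2.43% in young and 0.410% in old hippocampal libraries.

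Nuclei were assigned to a sex from Xist and 4 Y-linked genes to check the labels and to compare sexes within libraries. In each library 41.4% to 47.7% of nuclei were called female and 26.4% to 40.1% male, while 7.89% to 18.9% held UMIs of both kinds. In some classes the calls were less even, such as 2051 female and 503 male oligodendrocyte-like and 268 and 46 microglia-like nuclei in old caudate putamen replicate 2. The pools held 1 animal of each sex, and whether free Xist or missed Y-linked UMIs caused this was not tested. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) averaged 1052 ± 71.9 CPM in female oligodendrocyte-like and 1736 ± 151 CPM in female astrocyte-like sums (SD, n = 8) and was at 0 in male sums, as the call requires. Over 7 classes 84 gene and class pairs were called, 37 of them in dentate granule-like nuclei. Beyond the 5 genes that define the sexes there were 3 in oligodendrocyte-like, 2 in OPC-like, 6 in astrocyte-like, 1 in microglia-like, 32 in dentate granule-like, 3 in D1-like and 2 in D2-like nuclei. Of the 32, 7 lie on the X or Y chromosome. Tsix overlaps Xist on the other strand and was called in every class. Without the low-count filter there were 314, and leaving out 1 library gave 57 to 247, the most without young hippocampal replicate 2, and 167 without old caudate putamen replicate 1. Dentate granule-like calls ranged from 11 to 200 when each library was left out. Kdm6a (ENSMUSG00000037369, chromosome X, 18162575 to 18279936) was higher in female astrocyte-like nuclei, 159.8 ± 12.6 against 93.4 ± 4.97 CPM, by 0.75 (SE 0.07, adjusted p 2.87e-07) in 8 of 8 libraries. A separation in all libraries was required by the rule for each gene named here. Kdm5c (ENSMUSG00000025332, chromosome X, 152233020 to 152274535) was higher in female oligodendrocyte-like nuclei, 100.4 ± 8.21 against 70.0 ± 7.82 CPM, by 0.53 (SE 0.07, adjusted p 7.95e-05) in 8 of 8 libraries. Jpx (ENSMUSG00000097571, chromosome X, 103493556 to 103565696) was higher in female dentate granule-like nuclei, 151 ± 10.2 against 88.9 ± 8.43 CPM, by 0.75 (SE 0.05, adjusted p 2.31e-07) in 4 of 4 libraries. In D1-like nuclei it was higher by 0.62 in 4 of 4 libraries (adjusted p 0.0422), but not past the threshold without young caudate putamen replicate 1 (0.410), young replicate 2 (0.344) or old replicate 2 (0.0972), in a range of 0.000280 to 0.410.

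The age effect was compared between female and male nuclei within libraries, where each sex was 1 animal. It gave 301 calls: 71 genes with a larger and 28 with a smaller age effect in females in oligodendrocyte-like, 23 and 10 in astrocyte-like, 1 and 0 in microglia-like and 78 and 90 in dentate granule-like nuclei. In OPC-like, D1-like and D2-like nuclei edgeR called 0 genes, with 435, 656 and 589 at an unadjusted p under 0.05, and DESeq2 called 0, 14 and 0. When each library was left out in turn, these classes had 0 to 1, 0 to 33 and 4 to 77 calls, the last 2 highest without old caudate putamen replicate 2. Oligodendrocyte-like calls then ranged from 45 to 110 and astrocyte-like calls from 10 to 37. Whether classes differ in this effect was not tested. Without the low-count filter there were 1119 calls, DESeq2 gave 118 and a fit without the library block 36. Leaving out 1 library gave 1279 without young hippocampal replicate 1, 165 without old hippocampal replicate 1 and 128 without old hippocampal replicate 2. Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527) in oligodendrocyte-like nuclei was at 35.0 ± 8.29 and 43.0 ± 8.71 CPM in young and old females and at 99.2 ± 60.2 and 13.02 ± 2.76 CPM in young and old males (SD, n = 4). Its age effect was larger in females by 3.04 on the log2 scale (SE 0.26, adjusted p 7.24e-07). Hif3a (ENSMUSG00000004328, chromosome 7, 17031507 to 17062427) in astrocyte-like nuclei was at 119 ± 23.5 and 154 ± 52.1 CPM in females and 217 ± 47.0 and 83.0 ± 28.7 CPM in males, a difference of 1.76 (SE 0.15, adjusted p 2.06e-07). For both genes the female to male ratio was higher in all 4 old libraries than in all 4 young ones, as the rule for naming required.

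**Figure D4:**
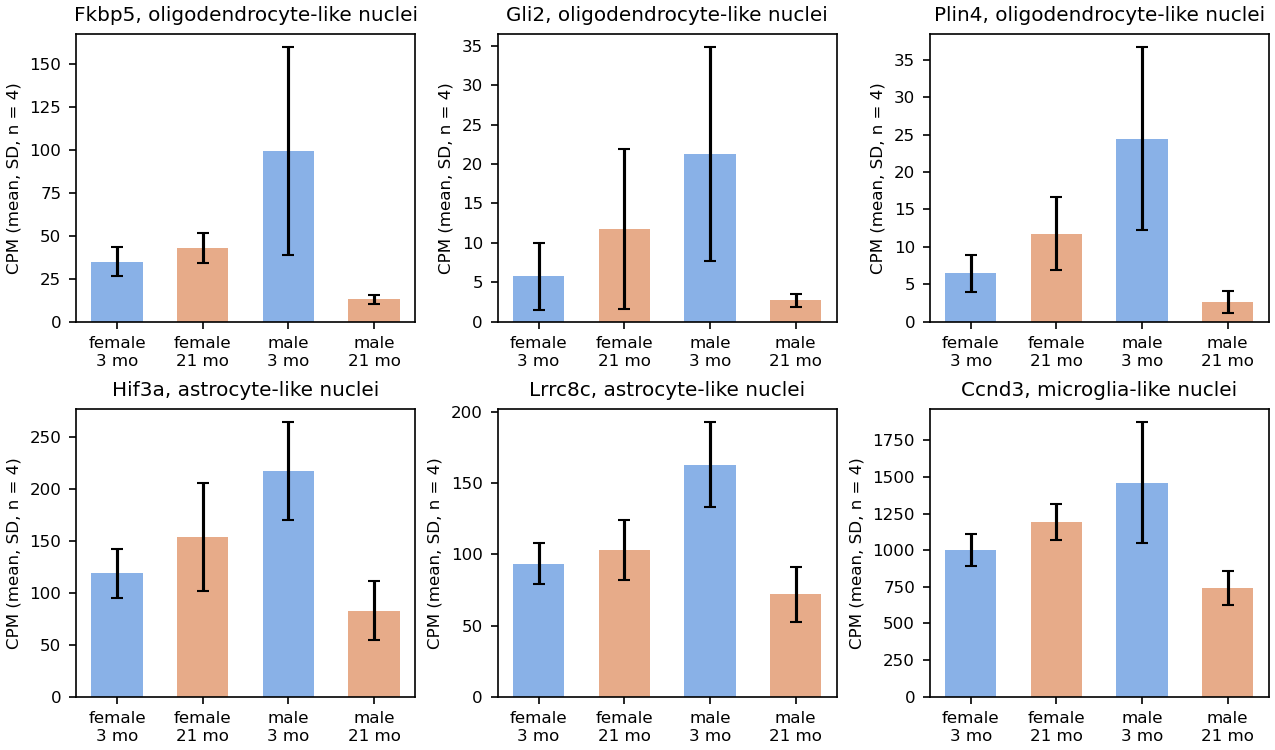
CPM (vertical axes) of 6 genes in female and male nuclei at 3 and 21 months, with bars for the mean and lines for the SD of 4 libraries, the 2 hippocampal and 2 caudate putamen ones of that age together. Fkbp5 in oligodendrocyte-like nuclei was highest in young males, at 99.2 ± 60.2 CPM, and lowest in old males, at 13.02 ± 2.76 CPM.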

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

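The tests on glucocorticoid-response genes, on shared animals and on whether 1 library decides were chosen only after the sex by age result was seen. For the glucocorticoid and shared-animal tests the prediction was put down before the values of the test were known, and for the test on 1 library it was not. The comparison itself and the fit without the library block were set before the data were examined. No group had the 4 libraries that a test for a single distant sample needs.

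Age effects differed between female and male nuclei, by a test of the difference itself, for 99 genes in oligodendrocyte-like, 33 in astrocyte-like, 1 in microglia-like and 168 in dentate granule-like nuclei. In oligodendrocyte-like nuclei the female minus male difference of the age effects was 3.04 for Fkbp5, 3.96 for Gli2 (ENSMUSG00000048402, chromosome 1, 118834132 to 119053619), 3.63 for Plin4 (ENSMUSG00000002831, chromosome 17, 56100591 to 56109803), -0.88 for Sytl2, -0.73 for Tmod1 and -0.996 for Lypd6, with adjusted p values from 5.43e-07 to 0.00113 (edgeR quasi-likelihood). In astrocyte-like nuclei it was 1.76 for Hif3a, 1.30 for Lrrc8c, 1.40 for Folh1, -1.57 for Shisal1, -1.25 for Nnat and -1.15 for Hopx (2.06e-07 to 0.0270). In microglia-like nuclei it was 1.16 for Ccnd3 (7.24e-07). In these 13 cases the female to male ratios of all 4 old libraries lay on the same side of those of all 4 young ones, as the rule for naming required. In dentate granule-like nuclei it was 1.26 for Dpysl5, 0.60 for Ptchd4, 0.52 for Trpc4, -2.13 for Trdn, -1.15 for Mfsd13b and -0.97 for Efcab1 (0.000118 to 0.00425). The ratios of both old libraries lay on the same side of both young ones, by the same rule. For all 10 genes with positive values the mean was highest in young males and lowest in old males. Plin4, for example, was at 24.5 ± 12.2 CPM in young and 2.67 ± 1.49 CPM in old males, and at 6.46 ± 2.47 and 11.7 ± 4.88 CPM in females (SD, n = 4).

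With the 8 libraries taken as independent, chance could be excluded for the glial calls, since only 1 of 35 splits, the real one, gave as many. If libraries of both regions shared animals, only 3 splits would be free and chance could not be excluded. When each library was left out in turn, between 44.4% and 75.8% of the oligodendrocyte-like calls passed, which argues against a single library deciding the result in that class. Of the astrocyte-like calls 30.3% passed without old hippocampal replicate 2 and 57.6% to 78.8% without each other library. With at least 2 UMIs for a sex call, 55 of the 99 oligodendrocyte-like and 22 of the 33 astrocyte-like calls passed in the same direction. Sex calls were uneven in some classes, as in old caudate putamen replicate 2 with 2051 female and 503 male oligodendrocyte-like nuclei, and nuclei given the wrong sex were not tested as a cause. Single genes did depend on libraries. Hopx was not past the threshold without any 1 of the 4 hippocampal libraries, with adjusted p values of 0.126 and 0.209 without the young and 0.179 and 0.164 without the old ones, within 0.000240 to 0.304 over its alternatives. Trpc4 had 0.43 (adjusted p 0.0792, range 1.44e-09 to 0.181) without old hippocampal replicate 2. The dentate granule-like count ranged from 45 to 1180 when each library was left out, the most without young hippocampal replicate 1. Without the library block, Gli2 (0.0733), Plin4 (0.0561), Shisal1, Nnat, Hopx, Ccnd3, Ptchd4, Trpc4, Trdn, Mfsd13b and Efcab1 missed the threshold, the last 9 with adjusted p values of up to 0.413. Fkbp5, Hif3a, Lrrc8c, Folh1, Sytl2, Tmod1, Lypd6 and Dpysl5 passed without it.

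Several of the oligodendrocyte-like and astrocyte-like genes with high values in young males respond to glucocorticoids, so a difference in handling or stress between young males and the other animals was a candidate explanation. A list of 18 other such genes was tested in the same comparison. In oligodendrocyte-like nuclei it moved in that direction, with 13 of 16 tested genes above 0, 6 of them when adjusted over the list alone and a fry adjusted p of 0.0199. In astrocyte-like nuclei 10 of 17 lay above 0, 3 of them when adjusted over the list alone, with a fry adjusted p of 0.312. A glucocorticoid response and another sex by age difference cannot be told apart on these data, because the list moved in 1 of the 2 classes that the explanation covers.

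Each sex in a library is 1 animal, and the labels do not say whether hippocampal and caudate putamen libraries come from the same animals. If they did, 4 libraries of an age would stand for 2 animals of each sex, and a few unlike animals could produce these differences. Across genes, the female to male ratios of replicate 2 relative to replicate 1 were correlated between regions at 0.0816 (young) and 0.0525 (old) in oligodendrocyte-like and at 0.0777 (young) and -0.00141 (old) in astrocyte-like nuclei. Shared and separate animals cannot be told apart, because animals of the same sex and age can be alike enough to leave no correlation. Whether age itself acts differently in males and females remains open and untested, since the animals of each sex and age are few.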

How the results depend on the processing

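The settings chosen only after the data were seen were classes from the lower resolution, the median Scrublet threshold, removal of the trend with gene length and the crossed replicate block; the other alternatives were set before the data were examined, and all of those were run. A total of 167 results for single genes or class shares was refitted. Of 2198 refits of the 146 that passed the threshold, 2078 had the same direction and passed, 119 had the same direction and did not pass, and 1 was reversed; 103 of the 146 passed under every alternative run. Of 367 refits of those that had not passed, 339 did not pass in the same direction, 19 passed and 9 were reversed. Of 620 refits of counts per class, 378 stayed within 1.5 times the reported count.

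Testing without the low-count filter gave 5092 calls for age in hippocampus, 3968 in caudate putamen and 4088 averaged, 561 for region by age, 314 for sex and 1119 for sex by age. This setting tests more genes, most of them with few counts. Calls of the added genes themselves were not the whole increase, since a list tested almost whole in both settings changed too. Both settings differ only in the added genes, which also enter the normalization and the dispersion estimates used for all genes. Ribosomal protein genes called lower for the averaged effect went from 3 of 77 to 28 of 78 in oligodendrocyte-like nuclei, with medians of -0.32 and -0.31. They went from 1 of 78 to 14 of 79 in astrocyte-like nuclei and stayed at 1 in OPC-like and microglia-like nuclei. With the block for replicate number there were 2413 calls for age in hippocampus, 4946 in caudate putamen, 3 for region by age, and 2 classes for composition. DESeq2 gave 8 for region by age and 118 for sex by age, doublets retained gave 16 for region by age and 11549 for region, thinning gave 2 for region by age, and the fit without the library block 36 for sex by age. fry in place of camera gave 1 list and class pair. For composition, TMM on the table of nuclei gave 0 classes, the median Scrublet threshold 2, the higher resolution 3, the lower resolution 2 and the strict filter 2. The cause of these changes in counts was not tested for any of the settings.

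Leaving out each library in turn gave 263 to 4721 calls for age in hippocampus, 325 to 1689 in caudate putamen, 559 to 3741 averaged, 0 to 53 for region by age, 4517 to 7057 for region, 57 to 247 for sex, 128 to 1279 for sex by age, 7 to 12 list and class pairs and 0 to 1 classes. The lowest and highest hippocampal counts were those without old replicate 1 and without young replicate 1, and the lowest caudate putamen count was that without young replicate 2. Each such fit has fewer libraries, and a lone library was assumed to vary like the other groups. RLE normalization, the strict filter, classes from the lower resolution and the median Scrublet threshold left the counts of genes for each comparison in which they were run within 1.5 times. RLE in place of TMM moved the median log2 fold change by less than 0.03 in all classes and contrasts.

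Reversals were few, and their cause was not tested. For Enpp6, OPC, age in caudate putamen, retaining doublets gave 0.42. For Serpina3n, astrocyte, age in hippocampus, classes from the lower resolution gave -0.0939. For P2ry12, microglia, age in caudate putamen, leaving out each library gave -0.203 to 0.0181, the highest without old replicate 2. For Pdgfra, OPC, age in hippocampus, with 0.01 as reported, the value was -0.00125 with DESeq2, -0.0270 without the low-count filter, -0.00811 in the hippocampal libraries alone and -0.11 after thinning. For Pdgfra, OPC, age in hippocampus, leaving out each library gave -0.22 (without young replicate 2) to 0.262 (without young replicate 1), with -0.08 without old replicate 2. For Pdgfra, OPC, age averaged over regions, leaving out each library gave -0.21 to 0.03, the highest without young hippocampal replicate 1.

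The labels number the libraries but do not say that a number joins animals, so the block for replicate number was an alternative only. The difference between replicates 1 and 2 was correlated between ages, across genes, at 0.558 in D1-like, 0.410 in D2-like and 0.226 in interneuron-like nuclei of the caudate putamen and at 0.030 in dentate granule-like, 0.065 in CA1-like and -0.189 in CA3-like nuclei. In glia of the caudate putamen it was 0.324 in astrocyte-like, 0.197 in microglia-like, 0.148 in oligodendrocyte-like and 0.031 in OPC-like nuclei. In hippocampal glia it was 0.384 in microglia-like, 0.016 in oligodendrocyte-like, -0.040 in OPC-like and -0.051 in astrocyte-like nuclei. In hippocampal interneuron-like nuclei it was -0.077. Between regions at 3 months it was 0.013 in oligodendrocyte-like, -0.002 in OPC-like, 0.014 in astrocyte-like and 0.065 in microglia-like nuclei. At 21 months it was -0.193, -0.048, -0.012 and 0.305 in these classes. Young hippocampal and old caudate putamen libraries share neither region nor age. Between them it was 0.384 in oligodendrocyte-like, 0.395 in microglia-like, 0.222 in astrocyte-like and 0.038 in OPC-like nuclei. Between old hippocampal and young caudate putamen libraries it was -0.081, -0.017, 0.010 and 0.024 in the same order. Some correlation thus also arose without a shared region or age. Genes are not independent replicates, so these values are descriptive. In CA3-like nuclei the crossed block gave 29 calls, the plain block 5 and no block 3. In D1-like nuclei the block gave 1467 calls against 29 and in D2-like nuclei 2775 against 833.

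Thinning every library to the number of the smallest in each class gave 1226 calls for the averaged age effect and 1028 and 1055 for the regions. Named results that then did not pass lay in several classes: Bmp4, Dctn3, Enpp6 (caudate putamen) and Snrpf in OPC-like, Clca4a, Bcl3, Ido1 and Il33 in oligodendrocyte-like, Skap1, Scoc and Axl (caudate putamen and averaged) in microglia-like and Triml2 in D2-like nuclei. OPC-like nuclei numbered 99 per library after thinning.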

Other observations

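In this part the tests on genes lower in most caudate putamen classes, on the striatal markers, on the neuroblast-marker cluster, on the excitatory and CA1-like shares, on the age splits with a region term and on the sex difference without the defining genes and in X and Y genes were chosen only after the results were seen, as was the removal of the trend with gene length. For the tests on free RNA in general, nuclei per library, gene length, Cell Ranger version in the age effect and splits of the libraries, the prediction was put down before the values of the test were known.

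Averaged age calls were compared with other splits of the 8 libraries into 4 and 4. Of 35 splits, 2 gave as many calls, the other being the split by region, which cannot be fitted with the region term, so that count decides nothing. Of the 34 splits fitted with the region term, 1 gave as many, the real one. Many of these splits were uneven between regions, unlike the real one. The even splits alone are too few to bring the share of the real one under 0.05, so this count could not exclude chance. The largest count of another split was 439. For the region difference 1 of 35 splits gave as many calls, the real one. The splits even between ages are too few in the same way, so this count could not exclude chance either. In place of a mean per group, age and list splits were fitted with terms for region and split, and region splits with terms for age and split, except the split by age, which had no age term (282 calls). The real splits then gave 1654 age calls, 11 list pairs and 6097 region calls, against 1696, 10 and 6264 as reported. For the gene lists 3 of 34 splits gave as many pairs as the real one in that fit and 5 of 34 gave at least 10, so chance could not be excluded. For the sex difference 100 splits that swapped sexes within libraries were tried. With all genes counted 2 gave as many glial calls, which decides nothing, because the 5 genes that define the sexes differ in the real split by construction. Without these genes 6 of 100 splits, the real one included, gave as many calls, so chance could not be excluded for their number. Of those 12 calls 11 lay on the X or Y chromosome. With Tsix left out too, 1 of 100 splits, the real one, gave as many calls of X and Y genes (7), and chance could be excluded for these. All of these counts take the 8 libraries as independent. If libraries of both regions shared animals, fewer splits would be free and none of the counts could exclude chance.

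A bias tied to gene length was a candidate cause of part of the averaged age calls. In 3 of 4 glial classes the correlation of the age fold change with gene length exceeded that of every pair of replicates, the exception being astrocyte-like nuclei at 0.157 against -0.242 between old hippocampal replicates. As the whole cause it was argued against, because 73.8% of the calls passed in the same direction after each library's trend was removed (70.8% in oligodendrocyte-like, 61.3% in OPC-like, 83.3% in astrocyte-like and 76.2% in microglia-like nuclei). A trend with length may come from RNA quality or from a change of long genes with age, which these libraries do not separate. Different numbers of nuclei were argued against as the cause, since the count after thinning was 0.723 times that before and 61.1% of the calls passed again in the same direction. Free RNA was argued against for the averaged age calls as a set, of which 29.8% lay below the CPM over all nuclei against 34.1% of the genes not called. Age itself remains open and untested as an explanation of any part.

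Free RNA from neurons may explain part of the region difference. Of the region calls 59.0% lay below the CPM over all nuclei, against 31.9% of genes not called. Of 13 striatal neuron markers 8 were higher in caudate putamen in all 4 glial classes, with 12 in oligodendrocyte-like, 9 in OPC-like, 11 in astrocyte-like and 10 in microglia-like nuclei. Penk, for example, was at 333 CPM in young caudate putamen and 8.46 CPM in young hippocampal microglia-like nuclei. A difference of glia between regions remains open for the genes that lie above that level, such as Rpe65 and Hopx in astrocyte-like nuclei.

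One young caudate putamen library was counted with another Cell Ranger version. Its pair's correlation with gene length exceeded those of the 3 other replicate pairs in 0 of 4 glial classes, which argues against a length-dependent shift of that library as the cause of the age effect there.

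Some genes were lower at 21 months in most of the 7 caudate putamen classes: Atxn2l in 7, Snrpf in 6, Gnptg in 5 and Gnb2, Lzts3 and Usp19 in 4. In the other direction there were 3 genes in at least 4 classes, and in hippocampus 2 were lower in at least 4. The 6 genes are short, with a median span of 8379.5 bases against 25253 for the genes tested in oligodendrocyte-like nuclei. Over all nuclei Atxn2l was at 57.5 and 51.0 CPM in the young and 25.7 and 23.3 CPM in the old caudate putamen libraries, and between 38.6 and 40.5 CPM in the 4 hippocampal ones. The other Cell Ranger version was argued against, since the young library of the common version lay above the old ones by a median log2 ratio of 1.16, against 0.97 for the other. Whether an equal age effect in both regions was the whole cause could not be decided. Genes chosen by their fall in 1 region tend to fall less in the other by that choice alone. The direct test of region by age (edgeR) called 0 glial genes, with a smallest adjusted p of 0.0539. Over all nuclei the median log2 change of the 6 genes was -0.15 in hippocampus and -1.07 in caudate putamen. The changes lay apart by a median of 0.864, for each of the 6 genes by more than the largest difference between its replicates. The genes were chosen by their fall in the caudate putamen, and values over all nuclei also reflect the mix of classes. An equal effect in both regions, an unequal one and an effect of the caudate putamen alone cannot be told apart. For oligodendrocyte-like nuclei the ratio of the hippocampal to the caudate putamen change was taken gene by gene. Its median was 0.313, between the values that an equal effect and an effect of the caudate putamen alone require. The median changes in that class were -0.29 in hippocampus and -0.99 in caudate putamen. The hippocampal median was 0.22 in OPC-like, -0.26 in astrocyte-like and -0.14 in microglia-like nuclei. Common handling of the young caudate putamen libraries cannot be told apart from age either, because both libraries of that group (2 of 2) lay above both old ones and no label separates handling from age.

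A cluster with neuroblast markers was smaller in old hippocampus. At the lower resolution, where it had a name, it held 40.4 and 27.8 nuclei per 1000 dentate granule-like nuclei in the young and 7.65 and 2.30 in the old libraries. At the standard resolution it had no name and held 1.75% and 1.38% of young and 0.338% and 0.110% of old nuclei. A dissection with less dentate gyrus was argued against, because the ratio to granule nuclei was 6.85 times higher in young libraries. At the higher resolution 240 and 195 of the 437 nuclei of the lower-resolution cluster fell into 2 clusters. The second, named neuroblast, held 208 nuclei, 0.776% and 0.752% of the young and none of the old libraries. The first, without a name, held 254 nuclei with choroid plexus and astrocyte markers, 0.960% and 0.664% of young and 0.350% and 0.188% of old nuclei. A lower number of newborn neurons at 21 months is a hypothesis in line with that ratio, found and tested on the same 4 libraries.

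The smaller share of excitatory neuron-like nuclei in old hippocampus came from 3 clusters. The largest held 1.74% and 0.564% of young and 0.245% and 0.188% of old nuclei. The next held 0.912% and 0.558% of young nuclei, 0.0157% in old replicate 2 and none in old replicate 1. The last held 0.0291% and 1.05% of young and 0.0117% and 0.360% of old nuclei, with 86.9% of its nuclei from a single library. Its best score was for dentate granule neurons (2.00 against 1.53 for excitatory neurons), and that of the second cluster for CA1 neurons (1.52 against 1.18). The difference between ages was 4.02 times the larger difference between replicates, but this rested on the last cluster. Without it the shares were 2.65% and 1.12% in young and 0.245% and 0.204% in old libraries, and the ratio was 1.09. Dissection with another share of adjoining tissue may produce this and cannot be told apart from age, because the punches of each age group were taken from different animals and no file records their position.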
